# Molecular and Cellular Features of Murine Craniofacial and Trunk Neural Crest Cells as Stem Cell-Like Cells

**DOI:** 10.1371/journal.pone.0084072

**Published:** 2014-01-20

**Authors:** Kunie Hagiwara, Takeshi Obayashi, Nobuyuki Sakayori, Emiko Yamanishi, Ryuhei Hayashi, Noriko Osumi, Toru Nakazawa, Kohji Nishida

## Abstract

The outstanding differentiation capacities and easier access from adult tissues, cells derived from neural crest cells (NCCs) have fascinated scientists in developmental biology and regenerative medicine. Differentiation potentials of NCCs are known to depend on their originating regions. Here, we report differential molecular features between craniofacial (cNCCs) and trunk (tNCCs) NCCs by analyzing transcription profiles and sphere forming assays of NCCs from *P0-Cre/floxed-EGFP* mouse embryos. We identified up-regulation of genes linked to carcinogenesis in cNCCs that were not previously reported to be related to NCCs, which was considered to be, an interesting feature in regard with carcinogenic potentials of NCCs such as melanoma and neuroblastoma. Wnt signal related genes were statistically up-regulated in cNCCs, also suggesting potential involvement of cNCCs in carcinogenesis. We also noticed intense expression of mesenchymal and neuronal markers in cNCCs and tNCCs, respectively. Consistent results were obtained from *in vitro* sphere-forming and differentiation assays. These results were in accordance with previous notion about differential potentials of cNCCs and tNCCs. We thus propose that sorting NCCs from *P0-Cre/floxed-EGFP* mice might be useful for the basic and translational research of NCCs. Furthermore, these newly-identified genes up-regulated in cNCC would provide helpful information on NC-originating tumors, developmental disorders in NCC derivatives, and potential applications of NCCs in regenerative medicine.

## Introduction

Neural crest cells (NCCs) are cell populations that originate in the early stage of the vertebrate embryo from the dorsal region of the neural tube. They delaminate from the border of neural and non-neural areas of the ectoderm. After delamination, NCCs vigorously proliferate during migration towards various locations within the embryonic body, and differentiate into a wide range of cell types and tissues, including neurons and glial cells of the peripheral nervous systems (PNS), smooth muscles of the heart and great vessels, bone, cartilage, connective tissue of the face, and melanocytes in the skin.

The migration patterns and differentiation fates of NCCs have been well characterized in avian and rodent embryos [1]. Trunk NCCs (tNCCs) emerge from the trunk region of the neural epithelium, and those migrating just beneath the ectoderm will form pigment cells in the skin and others taking a ventral pathway via the somites will differentiate into neurons and glia of the PNS as well as chromaffin cells in the adrenal gland [2]. Craniofacial NCCs (cNCCs) emerge from the forebrain, midbrain and hindbrain regions of the neural epithelium, and populate the frontonasal area or the pharyngeal arches depending on their original positions [3]. These cNCCs produce not only neurons, glia and melanocytes, but also the majority of the connective and skeletal tissue of the head [1]. Therefore, cNCCs show wider variation in their differentiated cell types than tNCCs during normal development.

Another feature characteristic to NCCs is its relation to tumor formation. Melanoma is a common skin cancer derived from pigment cells of NC-origin [4]. It is also believed that neuroblastoma, one of the most frequent child cancers occurred in the sympathetic nervous systems and adrenal gland, is originated from the NCCs [5]. Another example of a cancer thought to be NC-origin is Ewing sarcoma, an aggressive bone and soft tissue tumors [6]. Considering a recent idea of cancer stem cells [7], [8], NCCs may share molecular features common to malignant tumors.

In the present study, we performed transcriptome analyses of cNCCs and tNCCs using genetically engineered mice that specifically label NCCs. We also clarified difference in expression profiles of cNCCs and tNCCs from those of inducible pluriopotent stem cells (iPSCs) and embryonic stem cells (ESCs). Furthermore, we also carried out sphere-forming and differentiation assays to know proliferation and differentiation potentials of cNCCs and tNCCs *in vitro*. Both of approaches consistently revealed differential characters of NCCs as multipotent stem cells, and possibly as cancer stem cells. These results not only provide useful information for NCC application in regenerative medicine but also contribute to develop specific therapeutics for preventing metastatic cascades of NC-derived tumors.

## Materials and Methods

### Animals

Transgenic (TG) mice expressing the Cre enzyme induced by the myelin protein zero (P0) promoter [9] were crossed with the *CAG-CAT-EGFP* TG line [10]. In *P0-Cre/floxed-EGFP* double TG (*P0-Cre; EGFP*) mice, NCCs were identified by evaluating the expression of EGFP after *P0-Cre*-mediated DNA recombination [11]. To eliminate pigmentation in the embryonic tissue of double TG lines, mice originally of the C57/BL6J background were crossed with mice of an ICR background (Japan Charles River, Tokyo, Japan) for 5–6 generations as described previously [12]. At mid-day of identifying a vaginal plug was considered as E0.5. P0-Cre recombinase TG mice were kindly provided by Dr. K. Yamamura (Kumamoto University, Kumamoto, Japan). *CAG-CAT-EGFP* TG mice were kindly provided by Dr. J. Miyazaki (Osaka University, Osaka, Japan) and maintained at Tohoku University. All experimental animal procedures described in this study were approved by the Ethics Committee for Animal Experiments of Tohoku University Graduate School of Medicine (#2012-134).

### Preparation of cells from mouse embryos

*P0-Cre; EGFP* embryos were resected into Hanks' balanced salt solution (HBSS^+^; GIBCO 14025-092) containing 10% fetal bovine serum (FBS; GIBCO 12483) and 1% penicillin/streptomycin (P/S; GIBCO 15140-122). The craniofacial and trunk regions were separated, and heart fields were separated from the trunk region. Each fraction was incubated with 0.25% collagenase (Sigma C5894) in HBSS^+^ for 30 min at 37°C. After rinsing in PBS, embryonic tissues were incubated in 0.25% trypsin-EDTA for 30 min and then mechanically dissociated in HBSS^+^ containing FBS. The cells were collected by centrifugation at 800×*g* for 5 min at 4°C.

### Flow cytometric analysis and fluorescence-activated cell sorting

For flow cytometry and cell sorting, a FACS Aria II (BD Biosciences, San Diego, CA, USA) was used. Sorted EGFP^+^ and EGFP^−^ cells were resuspended in sphere culture medium and cultured in non-adhesive 12-well culture plates (Cell-Seed, Tokyo, Japan CS2018).

### RNA microarray analysis

Total RNA was obtained from harvested EGFP^+^ and EGFP^−^ cells using an RNeasy plus Micro Kit (Qiagen 74034) and DNase I (Qiagen 79254). Comprehensive gene expression microarray analysis was performed with a 3D-Gene (Toray Industries). Data were analyzed using R language [13]. We also analyzed using Gene Spring (Agilent Technologies, Santa Clara, CA, USA). The microarray data has been submitted to the GEO database (accession No: GSE39191).

### Analysis of stem cell gene expression

Stem cell genes with the following GO annotations were selected; “stem cell maintenance” (GO:0019827), “germ-line stem cell maintenance” (GO:0030718), “somatic stem cell maintenance” (GO:0035019), “stem cell differentiation” (GO:0048863), “stem cell development” (GO:0048864), “hemopoietic stem cell differentiation” (GO:0060218). An F-test was applied to evaluate alterations in gene expression of stem cell genes compared with that of all genes on the microarray. Biologically duplicated samples were averaged for the F-test. The Bonferroni multi-test correction was applied to the data.

### Clustering analysis

For gene clustering of the microarray analysis, we first selected 347 genes significantly altered in any of the samples under two criteria; an ANOVA FDR p-value of <0.05 and at least a 4-fold expression change. Then, gene clustering was performed using hclust (complete linkage, 1 - Pearson's correlation) and cutree functions in R language [13]. The number of clusters was manually set to seven. Finally, GO enrichment tests were performed for each cluster using BiNGO software [14]. Because the enriched GO terms for each cluster were numerous, we omitted highly redundant GO terms including more than 80% of genes in a more significant GO term.

### qRT- PCR analysis

Total RNA was obtained by the same method used for microarray analysis as described above. Reverse transcription was performed with a SuperScript First-Strand® III Synthesis Super Mix for qRT-PCR (11752-250, Invitrogen Carlsbad, NM, USA), according to the manufacturer's instructions. qRT- PCR was performed using an ABI Prism 7900HT Sequence Detection System (Applied Biosystems Inc., Foster City, CA, USA), according to the manufacturer's instructions. Primer pairs and TaqMan® MGB probes were designed with Assay by-Design™ (Applied Biosystems). Results were evaluated using the Student's *t* test.

### Immunohistochemistry

Cultured cells and frozen tissue sections were fixed with 4% paraformaldehyde and then stained with the following primary antibodies: anti-Sox10 (N-20; Santa Cruz Biotechnology, Santa Cruz, CA, USA), anti-PDGF receptor α-chain (558774; BD Pharmingen, San Diego, CA, USA), anti-PDGF receptor β-chain (#3169; Cell Signaling Technology, Danvers, MA, USA), anti-GFP (ab13970; Abcam, Cambridge, UK), anti-Ap2α, anti-AP-2β (Cell Signaling Technology), anti-Nanog (AB5731; Millipore, Temecula, CA, USA) anti-Nestin (G-20; Santa Cruz Biotechnology), anti-Oct3/4 (MAB1759; R&D Systems, Minneapolis, MN, USA), anti-PAR4 (3G9H7; Santa Cruz Biotechnology), anti-Sox2 (Y-17; Santa Cruz Biotechnology), anti-alpha smooth muscle actin (ab32575; Abcam), anti-βIII-tubulin (MAB1195; R&D Systems), anti-glial fibrillary acidic protein (MAB360; Chemicon International, Temecula, CA, USA) and anti-GFP (MBL, Nagoya, Japan). After washing with Tris-buffered saline, the sections were stained with Alexa Fluor-488 or Alexa Fluor-568 conjugated secondary antibodies (Invitrogen). All sections were counterstained with Hoechst 33342 (Invitrogen).

### Cell culture

Sorted EGFP^+^ and EGFP^−^ cells were cultured in DMEM/F-12 (1∶1) supplemented with 20 ng/mlL epidermal growth factor (EGF; Sigma-Aldrich), 20 ng/ml basic fibroblast growth factor (bFGF; Invitrogen), B27 supplement (Invitrogen) and 10^3^ units/ml leukemia inhibitory factor (LIF; Chemicon) at 37°C with 5% CO_2_. LIF was added to prevent differentiation as previously described [12]. Cells were seeded onto non-adhesive 6-well culture plates (Cell-Seed) and cultured for 5–7 DIV. To obtain secondary spheres, primary spheres were dissociated with 0.05% trypsin 0.53 mM EDTA-4Na (Invitrogen, Carlsbad, NM, USA) into a single-cell suspension and then re-seeded into fresh medium.

### Differentiation culture

To induce neurogenic and glial differentiation, EGFP^+^ and EGFP^−^ spheres were cultured in sphere culture medium without bFGF, EGF or LIF for 7 DIV on dishes coated with ornithine and laminin. For chondrogenic differentiation, spheres were cultured using a hMSC Differentiation Bulletkit, Chondrogenic (Lonza) according to the manufacturer's instructions, and evaluated by staining with alcian blue (Diagnostic Biosystems, Pleasanton, CA, USA). Smooth muscle differentiation was induced by culture in DMEM/F12 containing 2% FBS and 10 ng/ml transforming growth factor β1 (R&D Systems) for 7 DIV. For quantification of adipocyte differentiation by relative fluorescence units (RFU), excitation of the Adipo Red-stained cells was measured at excitation and emission at 485 and 535 nm, respectively.

## Results

### Isolation of NCCs from *P0-Cre/Floxed-EGFP* mouse embryos

To elucidate the molecular features of NCCs, we planned to isolate NCCs from mouse embryos that contain genetically labeled NCCs. Wnt1-Cre is widely used among NCC-specific Cre-driver lines [15], but this line shows strong activity of Cre in the midbrain region [16]. Another line, i.e., P0-Cre has been established by utilizing a promoter of a gene encoding Shwann cell-specific P0 protein. The specificity of P0-Cre activity in various mouse tissues, especially craniofacial region, has been well proven by checking lack of expression of Cre mRNA and protein [11], [12], [17]–[19] except for a very minor leaky labeling in the mesoderm-derived notochord [9], Therefore, we chose *P0-Cre/Floxed-EGFP* mice to analyze molecular and cellular characters of NCCs.

To isolate cNCC and tNCCs, craniofacial and trunk regions were separately dissected from *P0-Cre/Floxed-EGFP* mouse embryos at embryonic day (E) 9.5, E10.5, E11.5 and E12.5 (Fig. 1A). Cells were dissociated from the both regions and analyzed by flow cytometry to assess the intensity of EGFP. These cells were separated into two populations, P0-EGFP positive (EGFP^+^) and negative (EGFP^−^) cells (Fig. 1B). The percentage of EGFP^+^ cells from the craniofacial region increased with embryonic age, while in the trunk region, the frequency of EGFP^+^ cells was relatively lower than that in the craniofacial region with its highest ratio at E10.5 (Fig. 1C). Therefore, although we noticed that these EGFP^+^ cells might contain heterogeneous cell populations, we further analyzed these EGFP^+^ and EGFP^−^ cell populations from craniofacial and trunk regions.

**Figure 1:**
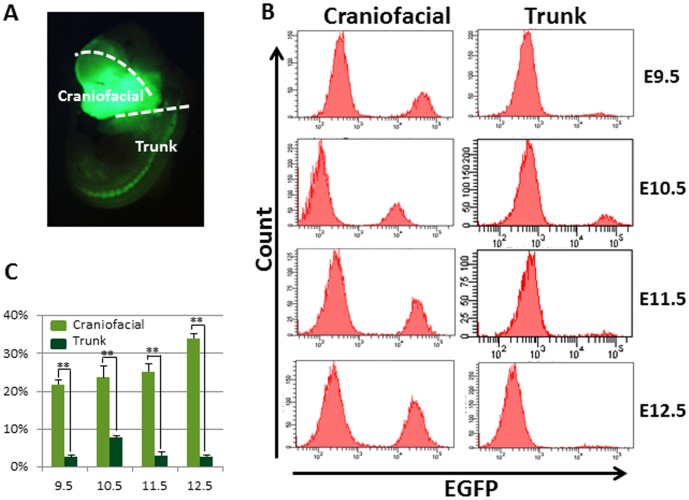
Isolation of NCCs from *P0-Cre/Floxed-EGFP* mouse embryos by fluorescence-activated cell sorting. (A) Craniofacial and trunk regions were indicated in the whole body by observation of direct EGFP fluorescence in E12.5 mice. (B) Representative EGFP-gated flow cytometric analysis charts clearly showed two populations, EGFP positive and negative at all examined embryonic ages. (C) The ratio of collected EGFP^+^ cells showed a significantly higher frequency in the craniofacial region than that in the trunk region of all examined embryonic ages. Results were evaluated using the Student's *t*-test. (mean ± SD, n = 5 per group, **p<0.005).

### Expression of typical NCC markers by quantitative real-time (qRT)-PCR

To evaluate NCC character in EGFP^+^ cells, we examined expression of several NCC and/or mesenchymal markers by qRT-PCR analysis in EGFP^+^ and EGFP^−^ cells from craniofacial and trunk regions in E9.5, E10.5, E11.5 and E12.5 embryos. Frequently used markers of NCCs *Pax7*, *Msx1*, *Barx1*, *snail2* and *PDGFRα* showed higher expression in craniofacial EGFP^+^ cells (Cp) at all embryonic stages examined (Fig. 2A). As we expected, mesenchymal markers such as *Lhx8* and *Akp2* also showed higher expression in Cp (Fig. 2B). *PDGFRβ*, a well-known marker of pericytes, exhibited the same tendency (Fig. 2B). We noticed strong expression of these genes in Cp from E12.5 embryos, while other NCC markers such as *FoxD3 and Sox10* showed remarkably higher expression in trunk EGFP^+^ cells (Tp) than in Cp at all stages, especially at E12.5 (Fig. 2D). Therefore, we further analyzed global gene expression profile in E12.5 embryos even though they possibly included already-differentiating NCCs.

**Figure 2:**
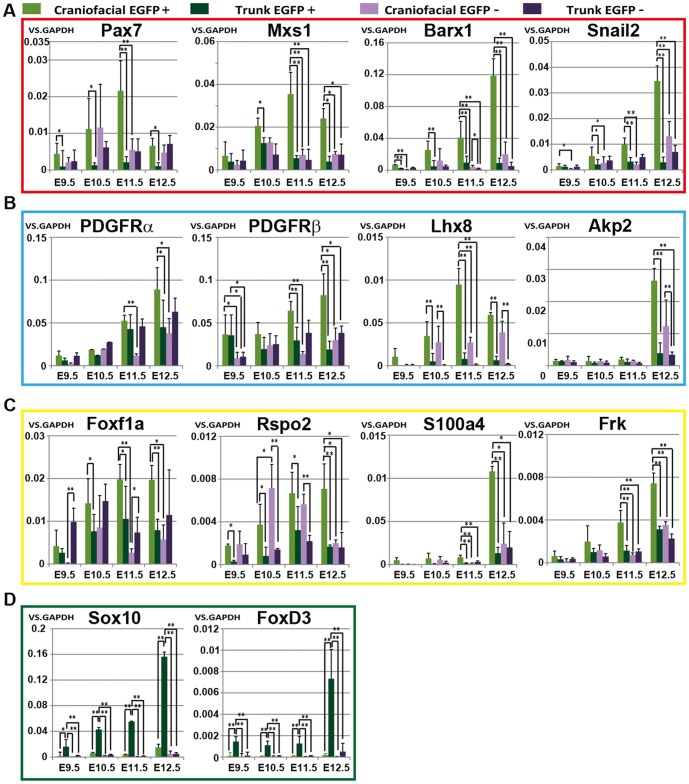
Quantitative PCR analysis of selected genes based on transcriptome analyses. EGFP^+^ and EGFP^−^ cells obtained from craniofacial and trunk regions at E9.5, E10.5, E11.5 and E12.5 were examined. (A) NCC markers up-regulated in cNCCs (Pax7, Msx1, Barx1 and snail2). (B) Mesenchymal markers up-regulated in cNCCs (PDGFRα, PDGFRβ, Lhx8 and Akp2. (C) Candidate markers up-regulated in cNCCs (Foxf1a, Rspo2, S100a4 and Frk). (D) NCC markers up-regulated in tNCCs (Sox10 and FoxD3). (mean±SD, n = 5 per group, *p<0.05, **p<0.005).

### Expression profiles of cNCCs and tNCCs include genes related to carcinogenesis

To identity differences in the global mRNA profiles of Cp versus Tp, and EGFP^+^ versus EGFP^−^ cells, we performed transcriptome analyses using 3D-Gene (Toray Industries) of biologically duplicated samples from embryos at E12.5 when NCCs proliferate and start to differentiate. 

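Each array was a 1-colour 3D-Gene array (Cy5) of RNA from sorted cells of P0-Cre/Floxed-EGFP embryos at E12.5, in which neural crest-derived cells carry EGFP. The groups were craniofacial EGFP+ cells (Cp, n = 2), trunk EGFP+ cells (Tp, n = 3), craniofacial EGFP- cells (Cn, n = 2) and trunk EGFP- cells (Tn, n = 2). The columns of Table S1 equal the log2 of the deposited values of 8 of the 9 arrays. Tp replicate 3 is not among them, and the paper gives no reason for leaving it out. Values below are over those 8 arrays unless all 9 are named. Signal over background limits the precision: the median spot was 2.28 to 3.21 times the mean of the blank spots on the 8 arrays and 1.81 times on Tp replicate 3. Between 72.8% and 90.2% of the 23473 probes lay above a limit of the blank mean plus 2 SD. The design was written before the deposited files were examined, but after Table S1 had been seen. It took each spot's signal and the background measured in the ring around it, and corrected it with normexp (offset 50). It then applied quantile normalization and log2, and tested 21807 probes with limma. The ring followed the spot: the correlation across probes of their logs was 0.909 to 0.985 per array, and the median ring was 0.602 to 0.820 of the spot. The readings are whole numbers, and the median of spot minus ring was 7 to 24 units, below the offset of 50, which narrows folds of dim probes by construction. The values are therefore also given from the authors' processed values, an alternative fixed at the same time, which follow the spot minus the blank level, scaled to a median of 25 on every array. Folds and calls differ widely between these settings, and each is named. The arrays were scanned on 4 occasions. Scan 1 held replicate 1 of every group, scan 2 replicate 2 of Cp and Cn, scan 3 replicate 2 of Tp and Tn, and scan 4 Tp replicate 3. Gene names come from Table S1, which names 306 of its 347 probes. All other probes are unnamed here.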

Representative scatter plots indicated differential molecular features of cNCCs and tNCCs (Fig. 3A). 

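Of 21 named genes of peripheral neurons, 4 fell in Cp against Tp in limma on the ring-corrected signal, and of 10 genes listed for Schwann and satellite glia 4, or 19 and 9 when adjusted over each list alone. With the authors' processed values 21 and 9 fell. The other member of the glial list, Mia1, rose with a log2 fold change of 2.73 (standard error 0.26, adjusted p = 0.000265), and whether it marks glia here was not tested. The study chose these members on the same arrays, so the counts are not independent evidence. Rgs4, a regulator of G protein signalling, fell in Cp, with a log2 fold change of -3.20 (standard error 0.14, adjusted p = 0.0136) from limma on the ring-corrected signal. Ednrb, an endothelin receptor of neural crest cells, had a log2 fold change of -2.56 (standard error 0.13, adjusted p = 0.0144), and Chga, a protein of secretory granules, one of -1.72 (adjusted p = 0.0157). In the other direction, Tnc, an extracellular matrix protein, rose in Cp by 1.52 on the log2 scale (adjusted p = 0.0292). In all, 43 probes passed an adjusted p of 0.05 in limma, 9 higher and 34 lower in Cp. With the authors' processed values, 1752 probes passed the same test, 639 higher and 1113 lower. Of the 43, 38 were among them, and the rest are unnamed. With all 9 arrays, 89 passed on the ring-corrected signal. With the scan as a block, 0 passed in limma on the ring-corrected signal (2089 at an unadjusted p under 0.05) and 2042 with the authors' values, the latter a setting chosen after seeing the data. The folds of these 4 genes kept their size with that block, as for Rgs4 (log2 fold change of -3.09, standard error 0.17, adjusted p = 0.227), in a fit with fewer residual degrees of freedom, and with the replicate as a block Tnc did not pass (adjusted p = 0.0641). Leaving out any 1 of the 8 arrays left between 0 and 12 on the ring-corrected signal.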

Compared with Tp, transcripts more enriched in Cp included molecules known as mesenchymal markers (*Cart1*, 31-fold; *Lhx8*, 29-fold; *Omd*, 23-fold; *Ibsp*, 14-fold; and *Akp2*, 12-fold) (Fig. 3B, left). This may reflect character of cNCCs giving rise to bone, cartilage, teeth, and connective tissues. 

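Cart1 and Lhx8, homeobox genes of craniofacial mesenchyme, and Omd, which encodes a proteoglycan of bone, had higher mean values in Cp than in Tp under both settings. In the authors' processed values, Cart1 was 7.06 ± 0.01 in Cp and 2.07 ± 0.02 in Tp (log2, SD, n = 2 each), 31.7-fold higher. Lhx8 was 29.3-fold and Omd 22.6-fold higher. In limma on these values, the log2 fold change was 4.99 (standard error 0.23, adjusted p = 1.53e-05) for Cart1, 4.87 (standard error 0.30, adjusted p = 5.76e-05) for Lhx8 and 4.50 (standard error 0.33, adjusted p = 9.38e-05) for Omd. On the ring-corrected signal of the main design, none of these 3 genes passed limma's test. There Cart1 had a log2 fold change of 1.04 (standard error 0.22, adjusted p = 0.267), Lhx8 a log2 fold change of 2.07 (standard error 0.24, adjusted p = 0.0807) and Omd a log2 fold change of 0.77 (standard error 0.09, adjusted p = 0.0865). Within scan 1, the Cp minus Tp difference of Cart1 was 1.41 on the ring-corrected scale and 5.01 in the authors' values. Tp replicate 3 had a log2 value of 1.98 for Cart1, 3.23 for Lhx8 and 1.04 for Omd in the authors' values. With arrays scaled to a median of 25 before log2, those of Cart1 and Omd lie close to the blanks. The mean of 2.07 for Cart1 in Tp does too, so these folds may not be exact. All 3 genes were above the blank-spot limit on the 8 arrays of Table S1. With all 9 arrays Lhx8 (adjusted p = 0.0256) and Omd (adjusted p = 0.0254) passed limma's test on the ring-corrected signal.

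**Figure D1:**
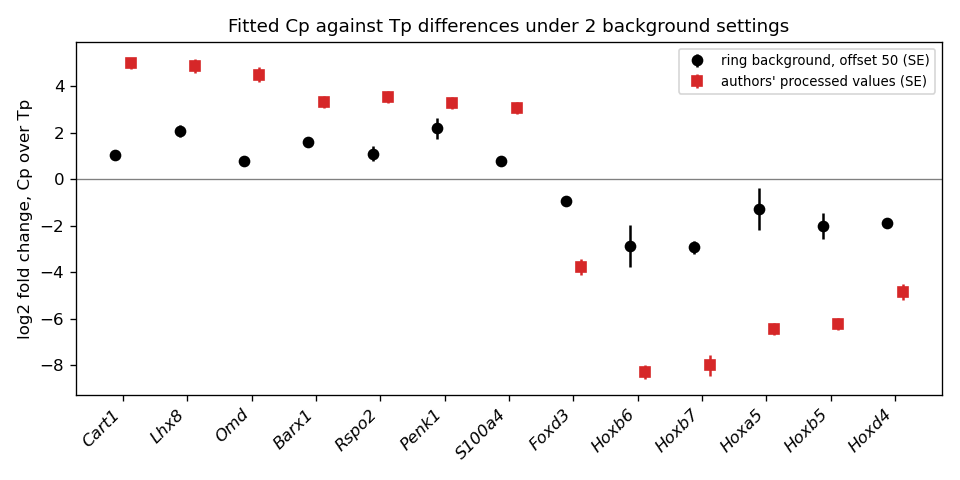
The vertical axis is limma's log2 fold change of Cp over Tp, with bars of 1 standard error, for 13 genes of Table S1 on the horizontal axis. Circles are the ring-corrected signal and squares the authors' processed values. Every gene keeps its direction, and the squares lie farther from 0, as for Hoxb6 at -2.88 and -8.29.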

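Barx1, a homeobox gene of the branchial arches, rose in Cp against Tp, with a log2 fold change of 1.63 (standard error 0.14, adjusted p = 0.0418) in limma on the ring-corrected signal. With the authors' processed values it was 8.57 ± 0.34 in Cp and 5.24 ± 0.10 in Tp (log2, SD, n = 2 each), a difference of 3.33 (standard error 0.26, adjusted p = 0.000121) in limma. Tp replicate 3, at 4.86, lay below both Cp arrays. Pax7, a paired box gene of early neural crest, was not above the blank-spot limit on either Tp array of Table S1, so no fold is given. In the authors' values it was 4.61 ± 0.33 in Cp and 0.23 ± 0.07 in Tp (log2, SD, n = 2 each; adjusted p = 5.59e-05 in limma). After ring correction limma's test was not passed (adjusted p = 0.320). With the scan as a block, Barx1 kept its fold on the ring-corrected signal but did not pass limma's test (log2 fold change of 1.62, standard error 0.18, adjusted p = 0.236), in a fit with fewer residual degrees of freedom, nor did it with the replicate as a block (adjusted p = 0.0629).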

NCC markers (*Pax7*, 21-fold; *Msx1*, 11-fold; *Barx1*, 10-fold; *Pax3*, 3.6-fold; and *PDGFRα* 2.8-fold) showed higher expression in cNCCs than in tNCCs (Fig. 3B, left). Unexpectedly, we identified several genes that have not previously been reported in association with NCCs but are suggested to be related with carcinogenesis. These genes showed higher expression in Cp than that in Tp (*Foxf1a*, 24-fold; *Rspo2*, 12-fold; *Penk1*, 10-fold; *S100a4*, 8-fold; and *Frk1*, 7-fold). Among these genes, we further confirmed the actual expression of the four genes (*Foxf1a*, *Rspo2*, *S100a4*, *Frk*) by qRT-PCR (Fig. 2C). These genes up-regulated in cNCC might provide a new insight for NC-originating tumorigenesis (see discussion).

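Rspo2, a secreted activator of Wnt signalling, Penk1, which encodes proenkephalin, and S100a4, a calcium-binding protein, had higher values in Cp than in Tp in the authors' processed values, by 11.7-fold, 9.84-fold and 8.36-fold. Limma on those values gave log2 fold changes of 3.55 (standard error 0.25, adjusted p = 7.82e-05) for Rspo2, 3.30 (standard error 0.26, adjusted p = 0.000121) for Penk1 and 3.06 (standard error 0.26, adjusted p = 0.000178) for S100a4. The levels of Penk1 were 9.49 ± 0.32 in Cp and 6.19 ± 0.17 in Tp (log2, SD, n = 2 each), with Tp replicate 3 at 6.30. With the ring as background, none of the 3 passed limma's test, and Rspo2 had a log2 fold change of 1.11 (standard error 0.31, adjusted p = 0.413). Penk1 there was at 2.20 (adjusted p = 0.246) and S100a4 at 0.81 (adjusted p = 0.179).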

**Figure 3:**
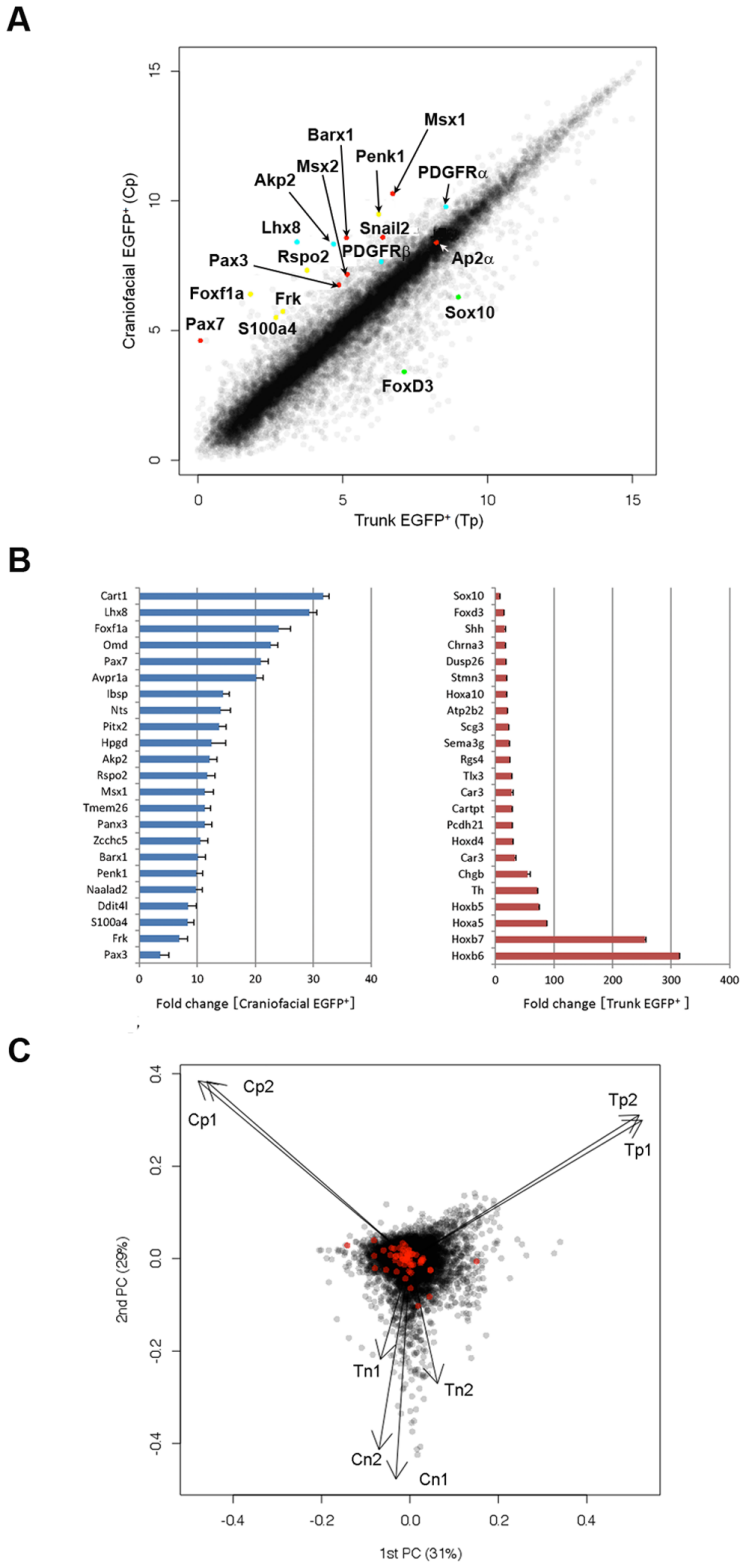
Differential expression profiles of cNCCs and tNCCs in *P0-Cre/Floxed-EGFP* mouse embryos. (A) Scatter plot of Craniofacial EGFP^+^cells (Cp) and Trunk EGFP^+^cells (Tp) as assessed by microarray analysis (3D-Gene; Toray Industries). (B) Most up-regulated genes in Craniofacial EGFP^+^ cells (blue) and Trunk EGFP^+^ cells (red), compared with those in the EGFP^+^ cells of trunk and craniofacial regions, respectively. (C) Biplot of principal component analysis of the eight samples revealed three sample groups. Black dots indicate all genes and red dots indicate known stem cell genes selected from GO annotations. Cp, Tp, Cn; craniofacial EGFP^−^ cells, and Tn; trunk EGFP^−^ cells.

Genes showing higher expression in Tp than that in Cp included a few well-known NCC markers, *Foxd3* (13-fold) and *Sox10* (6.7-fold) (Fig. 3B, right). In addition, several *Hox* genes showed remarkably higher expression in Tp, compared with that in Cp (*Hoxb6*, 313-fold; *Hoxb7*, 254-fold; *Hoxa5*, 87-fold; *Hoxb5*, 74-fold; *and Hoxd4*, 24-fold) (Fig. 3B, right); these *Hox* genes were also highly expressed in trunk EGFP^−^ cells (Tn; Table S1).

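Foxd3, a transcription factor of early neural crest, was higher in Tp than in Cp under both settings. After ring correction it had a log2 fold change of -0.92 (standard error 0.06, adjusted p = 0.0235) for Cp over Tp in limma, and in the authors' processed values one of -3.77 (standard error 0.32, adjusted p = 0.000174), or 13.7-fold. Its level was 7.18 ± 0.31 in Tp and 3.41 ± 0.44 in Cp (log2, SD, n = 2 each), and 6.76 on Tp replicate 3. In limma with the scan as a block, its fold on the ring-corrected signal stayed but the test was not passed (log2 fold change of -0.98, standard error 0.07, adjusted p = 0.227), nor with the replicate as a block (adjusted p = 0.0520). Within scan 1 the ring-corrected difference was -0.99.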

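Hoxd4, one of the Hox genes, which set position along the body axis, was lower in Cp than in Tp. It passed limma's test under both settings, with a log2 fold change of -1.86 (standard error 0.08, adjusted p = 0.0136) for Cp over Tp on the ring-corrected signal and one of -4.85 (standard error 0.33, adjusted p = 6.9e-05) in the authors' processed values. Hoxb6 was 9.51 ± 0.46 in Tp and 1.22 ± 0.21 in Cp in the authors' values (log2, SD, n = 2 each), 314-fold higher in Tp. Hoxb7 was 255-fold, Hoxa5 87.3-fold and Hoxb5 74.1-fold higher, with Hoxb7 above the blank-spot limit on 1 of 2 Cp arrays. Hoxb6 and Hoxb5 were not above that limit on every array of Table S1 either. The folds of Hoxb5, Hoxb6 and Hoxb7 may therefore rest on values near the blanks and are not exact. Limma's adjusted p in those values was 5.09e-06 for Hoxb6 and 3.98e-05 for Hoxb7. From spot and ring, Hoxb6 had a log2 fold change of -2.88 (standard error 0.91, adjusted p = 0.495), and Hoxb7 (adjusted p = 0.0550), Hoxa5 (adjusted p = 0.928) and Hoxb5 (adjusted p = 0.416) did not pass limma's test either. Tp replicate 3 had log2 values of 9.63 for Hoxb6 and 8.52 for Hoxa5. In Tn, Hoxb6 was 9.15 ± 0.06 (log2, SD, n = 2). Blocking on the scan, Hoxd4 kept its fold on the ring-corrected signal but no longer passed limma's test (log2 fold change of -1.93, standard error 0.08, adjusted p = 0.189).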

We applied principal component analysis to summarize the transcriptome analyses for the four samples with biological duplication. On the biplot of the analysis, genes and samples are shown as points and vectors, respectively (Fig. 3C). 

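On the first 2 components of the authors' processed values, the Cp arrays and the Tp arrays stood apart from one another and from the EGFP- arrays, while Cn and Tn lay nearer to each other. The first component held 29.0% and the second 27.9% of the variance. The Tp arrays scored 63.7 and 69.0 on the first, and the Cp arrays 64.8 and 63.7 on the second. On the ring-corrected signal, with 29.5% and 23.8%, the groups did not separate: the Cp arrays scored -2.07 and 28.9 on the first component, and Cn -5.81 and 47.4. In the authors' values, the third component held 16.4% of the variance. On it Cn (39.3 and 23.3) stood apart from Tn (-22.0 and -58.9), and the Tp arrays scored 32.7 and -6.12. No test was made of the components.

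**Figure D2:**
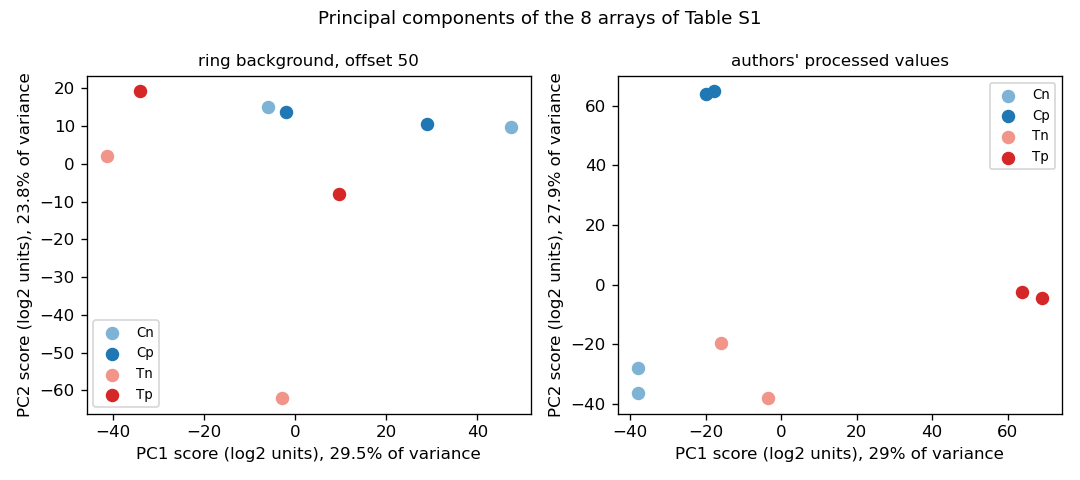
Each point is 1 array of Table S1, coloured by group, on the first (horizontal) and second (vertical) principal component in log2 units, from the ring-corrected signal on the left and the authors' processed values on the right. On the right the arrays of Cp, of Tp and of Cn lie together, while those of Tn lie 22.4 apart. On the left arrays of 1 group do not lie together.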

The first and second principal components (PCs) clearly showed three distinctive sample groups, namely Cp, Tp, and the others (craniofacial EGFP^−^ cells; Cn and Tn). 

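Distances between the 2 arrays of a group on the first 2 principal components of the authors' processed values were 2.25 for Cp, 5.73 for Tp, 8.53 for Cn and 22.4 for Tn, and 31.2, 51.5, 53.4 and 74.9 on the ring-corrected signal. The root mean square difference between the replicates of a group, over all tested probes in the authors' processed values, was 0.48 for Cp, 0.51 for Cn, 0.56 for Tp and 0.58 for Tn on the log2 scale. With the ring as background it was 0.40 for Cp, 0.45 for Cn, 0.47 for Tp and 0.61 for Tn. With 1 pair of arrays per group, these values have no error of their own.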

Among the three sample groups, the Cp and Tp sample groups were particularly reproducible with biological duplicates, indicating that Cp and Tp sample groups clearly represented an NCC lineage.

To investigate the stem cell-like character of these samples, we selected 60 genes with known functions relating to stem cells (termed here as “stem cell genes”) based on Gene Ontology (GO) annotations, and overlaid them on the biplot of the PC analysis (red points in Fig. 3C). Interestingly, most stem cell genes distributed along the Cp vector. We confirmed a large alteration in the expression of stem cell genes in Cp by applying an F-test to variances of the stem cell genes against all the genes on the microarray. The alteration of the stem cell genes was significantly larger than that of all genes in the Cp sample (p = 0.0008), while the alteration in the other three samples was not significant (p = 1). These results are considered to reflect the stem cell-like character in gene regulation of cNCCs.

We also performed clustering analyses of the four samples. 

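Hba-x, an embryonic globin, fell in both EGFP+ groups, with a log2 fold change of -6.67 (standard error 0.20, adjusted p = 0.00314) for Cp over Cn in limma on the ring-corrected signal. Actc1, an actin of striated muscle, had one of -3.98 for Tp over Tn (adjusted p = 0.00780). After ring correction, 24 probes passed limma's F test at an adjusted p of 0.05 with a range of at least 4-fold between group means. Limma on the authors' processed values gave 1159. The one-way analysis of variance of the methods on those values, over the 20020 probes listed on all 8 arrays, gave 552 at the adjusted threshold and 347 with the 4-fold range as well, all of them probes of Table S1. From spot and ring it gave 1. The clusters of Table S1 hold 20 (A), 67 (B), 101 (C), 31 (D), 16 (E), 83 (F) and 29 (G) probes. The scan as a block left 1 altered probe on the ring-corrected signal. In limma, Hba-x then did not pass for Cp over Cn (log2 fold change of -6.67, standard error 0.15, adjusted p = 0.0962) or Tp over Tn (log2 fold change of -6.67, standard error 0.15, adjusted p = 0.0641). Nor did Actc1 for Tp over Tn (log2 fold change of -3.98, standard error 0.12, adjusted p = 0.156). Cp and Cn of each replicate shared a scan, as did Tp and Tn, so this block could not change these folds.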

Differentially expressed genes in Cp, Tp, Cn and Tn revealed considerable variation, which yielded seven probe clusters that showed a specific gene expression pattern for each sample (Fig. S1, Table S1). GO enrichment analyses of the clusters revealed that most of the genes specifically expressed in the four groups were in functional categories related to regulation of differentiation, development, and morphogenesis (see Tables S2, S3, S4, S5, S6, S7 for reference). Genes related to “Wnt signal” and “development” were highly enriched in Cp (Fig. S1A, Table S2). On the other hand, a category related to “nervous system development” was over-represented by up-regulated genes in Tp (Fig. S1C, Table S3). 

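A list of 82 genes of Wnt signalling was written before the processed files were seen, but after Table S1 had been seen. Of these genes, 5 are named in Table S1. Between Cp and Tp, 3 were higher and 1 lower in Cp in the authors' processed values (3 and 1 adjusted over the list alone), and on the ring-corrected signal none passed limma's test over all probes, while 2 were higher and 1 lower when adjusted over the list alone. The study chose these probes on the same arrays, so the counts are not independent evidence. Dkk1, a secreted Wnt antagonist, was 7.54 ± 0.29 in Cp and 5.29 ± 0.11 in Tp in the authors' values (log2, SD, n = 2 each; adjusted p = 0.000606 in limma). Lgr5, a receptor for R-spondins, was 6.59 ± 0.12 and 4.19 ± 0.01 (adjusted p = 0.000396). On the ring-corrected signal, limma's adjusted p was 0.152 for Dkk1 and 0.614 for Lgr5.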

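Peripheral neurons and glia arise from trunk neural crest. Of 21 named genes of peripheral neurons, 3 rose in Tp over Tn in limma on the ring-corrected signal and 17 when adjusted over the list alone. In the authors' processed values 21 rose. Of 10 genes on the glial list, 5 rose on the ring-corrected signal and 9 in the authors' values. There the other member, Mia1, fell with a log2 fold change of -3.20 (standard error 0.26, adjusted p = 0.000184). In the same comparison all 9 named erythroid, 14 myeloid and mast cell and 16 skeletal muscle genes fell in the authors' values, and 1, 1 and 2 of them on the ring-corrected signal. The members of all these lists were chosen by the study on the same arrays and are not independent evidence. With the scan as a block, 1 probe in all passed between Tp and Tn on the ring-corrected signal, in a fit with fewer residual degrees of freedom, while the count at an unadjusted p under 0.05 was 2650, against 1970 without the block.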

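Otx2, Lhx2 and Fezf2, transcription factors of the forebrain, had their highest mean values in Cn in the authors' processed values. Fezf2 rose in Cn over Tn, with a log2 fold change of 1.26 (standard error 0.07, adjusted p = 0.0406) in limma on the ring-corrected signal, and fell in Cp against Cn, with one of -1.18 (adjusted p = 0.0312). Of 15 named genes of forebrain development, 1 rose in Cn over Tn on the ring-corrected signal, 12 when adjusted over the list alone, and 14 in the authors' values. In a limma fit with the scan as a block on the ring-corrected signal, Fezf2 no longer passed for Cn over Tn (log2 fold change of 1.31, standard error 0.09, adjusted p = 0.279) or for Cp over Cn (log2 fold change of -1.18, standard error 0.07, adjusted p = 0.269). It did not pass with the replicate as a block either (adjusted p = 0.0666 and 0.0718). The scan block could not change the Cp over Cn fold, since these arrays shared scans, and the replicate block changes no fold. The study chose these members on the same arrays, so they are not independent evidence.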

Genes related to “forebrain development” were up-regulated in Cn (Fig. S1D, Table S4). In addition, a category related to “anterior posterior pattern formation” was over-represented by up-regulated genes in both Tp and Tn (Fig. S1G, Table S7). These results indicate regional differences in the expression of developmental genes, particularly in EGFP^+^ cells. 

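Hox genes set position along the body axis. Of 15 named Hox genes, 1 fell in Cn against Tn and 1 in Cp against Tp in limma on the ring-corrected signal, or 8 and 10 when adjusted over the list alone. With the authors' processed values all 15 fell in each comparison, and 2 fell in Tp against Tn. The list's members were chosen by the study on these arrays, so the counts are not independent evidence. Hoxd4 had a log2 fold change of -1.38 (standard error 0.08, adjusted p = 0.0414) for Cn over Tn on the ring-corrected signal and one of -5.48 (standard error 0.33, adjusted p = 4.7e-05) in the authors' values. On blocking by scan, Hoxd4 kept its fold between Cn and Tn on the ring-corrected signal but no longer passed (log2 fold change of -1.45, standard error 0.08, adjusted p = 0.279), nor on blocking by replicate (adjusted p = 0.0666). Hoxa10 was 8.81 ± 0.07 in Tn, 7.57 ± 0.31 in Tp and 3.40 ± 0.13 in Cp in the authors' values (log2, SD, n = 2 each). On the ring-corrected signal Hoxa10 did not pass limma's test between Cp and Tp.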

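The difference between craniofacial and trunk cells was tested against itself in EGFP+ and EGFP- cells. With the ring as background, 8 probes passed limma's interaction test, all with the craniofacial minus trunk difference lower in EGFP+ cells. Among them were Fabp7, Stmn4, Scg5, Aldh1a1 and Reep2. The largest was Fabp7, with a log2 fold change of -7.01 (standard error 0.43, adjusted p = 0.0479), against -2.91 (adjusted p = 0.00176 in limma) in the authors' processed values. Part of the ring value lies in EGFP- cells, where Fabp7 was higher in Cn than in Tn by 4.14, without passing. In the authors' values no gene of the glial list was higher in Cn than in Tn. For Scg5, Cn over Tn was 2.51 with the ring and 0.41 in the authors' values, while its interaction was -3.82 and -4.06. Stmn4 had a log2 fold change of -5.54 (standard error 0.33, adjusted p = 0.0479) and in the authors' processed values one of -5.43 (standard error 0.36, adjusted p = 0.000579). Between Cn and Tn 7 probes passed limma's test on the ring-corrected signal, and 0 with the scan or the replicate as a block. The replicate block and a ring offset of 0 also left 0 in the interaction (2402 and 1770 at an unadjusted p under 0.05). A scan effect equal for all arrays of a scan cancels in the interaction, so the scan block leaves its folds as they are. With all 9 arrays, 45 passed the interaction test, 15 with the difference higher and 30 lower in EGFP+ cells. In the authors' values, 1204 probes passed it (523 higher and 681 lower) and 276 the comparison of Cn with Tn. With the scan as a block, 0 passed limma's interaction test on the ring-corrected signal (2552 at an unadjusted p under 0.05), as with any 1 array left out, and 2343 with the authors' values (1219 higher and 1124 lower), a setting chosen after seeing the data. From the functional categories of the clusters, the paper reads regional differences in developmental genes, particularly in EGFP+ cells.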

In summary, cNCCs and tNCCs regions are extensively featured with their gene expression profiles that reflect their differential differentiation state and potential.

### Differential gene expression profiles between NCCs and pluripotent stem cells

To estimate pluripotency of cNCCs and tNCCs, we examined the similarities of their gene expression to those of mouse iPSCs and ESCs cited from GEO database. Since both iPSC and ESC experiments (GEO accession: GSE18117 and GSE18813, respectively) used the same microarray platform with ours, we directly compared expression levels of genes on this platform. The scatter plot of the average of duplicate samples of Cp and Tp versus iPSCs or ESCs showed that both of the cNCCs and tNCCs similarly expressed lower levels of the well-known pluripotential markers (Fig. 4A–D). The expression levels of these markers were quite low in Cn and Tn (Data not shown). In contrast, the levels of NCC marker genes except for *FoxD3*, were lower in iPSCs and ESCs than in NCCs (Fig. 4A–D). In spite of significant alteration in expression of stem cell genes (Fig. 3C), the pluripotent marker genes showed similarly weak expression in Cp, Tp, Cn and Tn (Fig. 4A–D).

**Figure 4:**
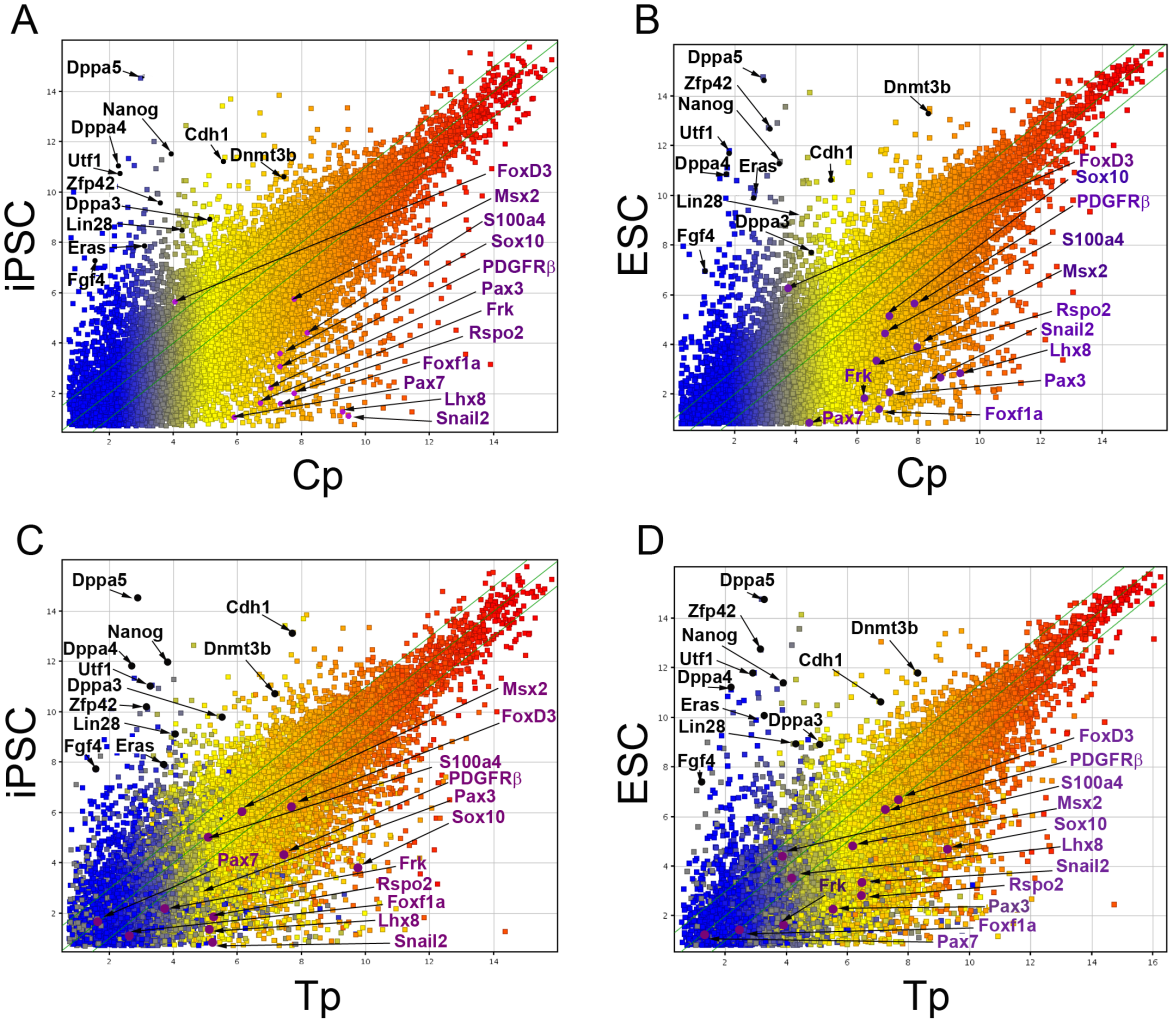
The comparison of gene expression analysis of Cp and/or Tp versus pluripotent stem cells. Schatter plot of Cp and iPSCs (A), Cp and ESCs (B), Tp and iPSCs (C), Tp and ESCs. Pluripotent markers were indicated by block charcters. NCC markers were indicated by violet characters.

### Confirmation of NCC-specificity in *P0-Cre/Floxed-EGFP* mouse embryo by immnohistchemistry

The expression patterns of the genes showing differential mRNA levels were further examined at the protein level by immunohistochemistry. For example, PDGFRα and PDGFRβ proteins were detected in craniofacial mesenchymal cells expressing EGFP, while Sox10 protein was selectively expressed in EGFP^+^ cells located in the dorsal root ganglia (DRG), a major NC derivative (Fig. S2). Considering the other staining results (Fig. S3), the majority of cNCCs showed the molecular character of mesenchymal derivatives, while the majority of tNCCs exhibited that of neural derivatives. These findings of the molecular features of NCCs are consistent with their differential states or fates as previously suggested (see Discussion). This again confirmed that EGFP^+^ cells in *P0-Cre/floxed-EGFP* mouse reflect their origin as NC-derived.

### Sphere-forming capability of cNCCs and tNCCs

We next assessed the stem cell-like characters of cNCCs and tNCCs by sphere-forming assays (Fig. 5). EGFP^+^ and EGFP^−^ cells dissociated from the craniofacial and trunk regions in E12.5 *P0-Cre/Floxed-EGFP* embryos were isolated by fluorescence-activated cell sorting, and cultured at 5×10^3^ cells/ml in a serum-free sphere-forming medium containing growth factors, leukemia inhibitory factor (LIF) and B27 supplement as described previously [12]. Both EGFP^+^ and EGFP^−^ cell populations obtained from the two regions proliferated and formed spheres (Fig. 5B, C). This is quite contrast with the fact that few spheres are formed by adult EGFP^−^ cells from the DRG, skin, whisker pad and bone marrow of *P0-Cre/Floxed-EGFP* mice [19]. We do not know whether this discrepancy is due to our different culture conditons (with LIF to enhance immature state or without) or to different stages of tissues (adult or embryonic). Among all four groups, the highest number of spheres was formed by craniofacial EGFP^−^ cells (Fig. 5C). This may be because EGFP^−^ cells contained neural stem cells located within the neural tube. Comparing regional difference of NCCs, a higher number of spheres were formed by craniofacial EGFP^+^ cells than that by trunk EGFP^+^ cells (Fig. 5C).

**Figure 5:**
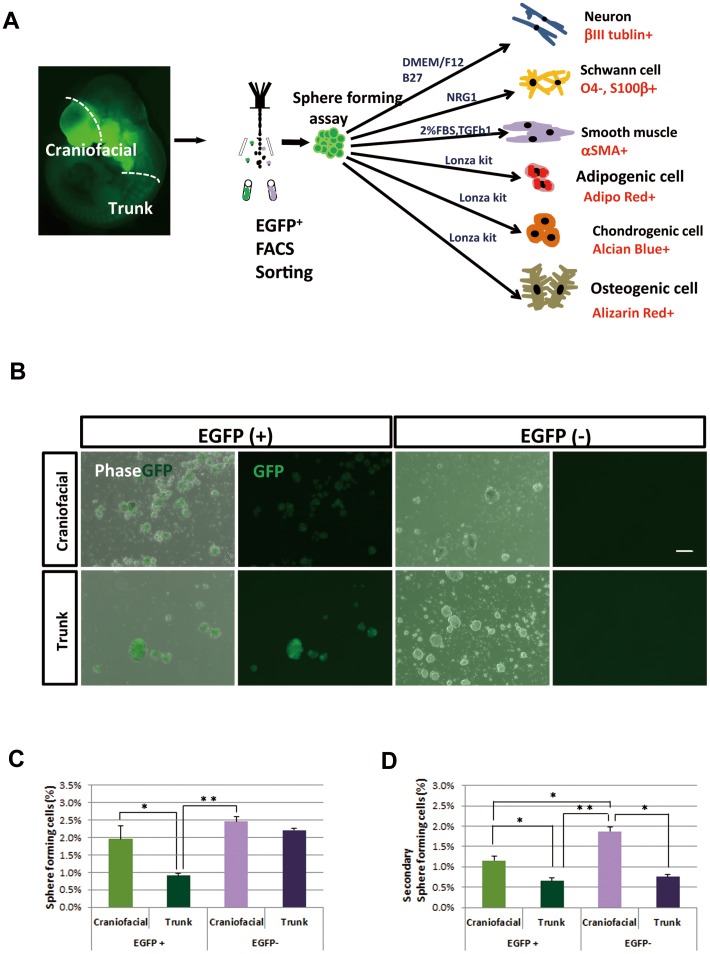
Sphere-forming capacity of EGFP^+^ and EGFP^−^ cells from craniofacial and trunk regions. (A) Schematic illustration of the experimental design for isolation and differentiation of P0-EGFP^+^ cells from *P0-Cre/Floxed-EGFP* mouse embryos at E12.5. (B) Phase-contrast and direct EGFP fluorescence images showing spheres formed by EGFP^+^ and EGFP^−^ cells derived from craniofacial and trunk regions, respectively, after 5 DIV. Scale bar, 50 µm. (C, D) The percentage of sphere-forming cells assessed by culturing EGFP^+^ and EGFP^−^ cells from each region at a cell density of 5×10^3^ cells/ml and counting the number of formed spheres. (mean ± SD; n = 5 per group, *p<0.05,**p<0.005). A significantly higher frequency of primary spheres (C) and secondary spheres (D) were formed by craniofacial EGFP^+^ cells, compared with those formed by trunk EGFP^+^ cells.

To assess the self-renewal capacity of these spheres, we conducted secondary sphere-forming assays. EGFP^+^ and EGFP^−^ spheres derived from both regions of *P0-Cre/Floxed-EGFP* mouse embryos were dissociated into single cells, and then cultured at the same density as that for primary spheres in sphere-forming medium. Secondary spheres were formed by all cells from primary spheres with a highest frequency in craniofacial EGFP^−^ cells (Fig. 5D). Comparing regional difference, craniofacial EGFP^+^ cells showed a higher level of secondary sphere formation than trunk EGFP^+^ cells (Fig. 5D). This suggests that cNCCs have a higher capacity for self-renewal than that of tNCCs.

Next, we examined the molecular features of spheres cultured for 5 days *in vitro* (DIV). As expected, spheres formed by EGFP^+^ cells highly expressed pluripotency markers Nanog, Oct3/4, PAR-4 and Sox2, with the exception of SSEA3 (Fig. 6). These spheres were also positive for NCC markers Ap2α, Ap2β, PDGFRα PDGFRβ and Sox10 (Fig. 6). The difference in expression levels of NCC markers in the spheres formed by craniofacial versus trunk EGFP^+^ cells (Fig. 6) was in accordance with qRT-PCR and immunohistochemistry data of the embryos (Fig. 3 and S2). Expression of mesenchymal and NCC markers, *PDGFRα* and *PDGFRβ* was observed predominantly in spheres formed by craniofacial EGFP^+^ cells, whereas *Sox10* expression was prominent in spheres formed by trunk EGFP^+^ cells (Fig. 6). These results indicate that cultured spheres reproduce the differential features of cNCCs and tNCCs similarly to that *in vivo*.

**Figure 6:**
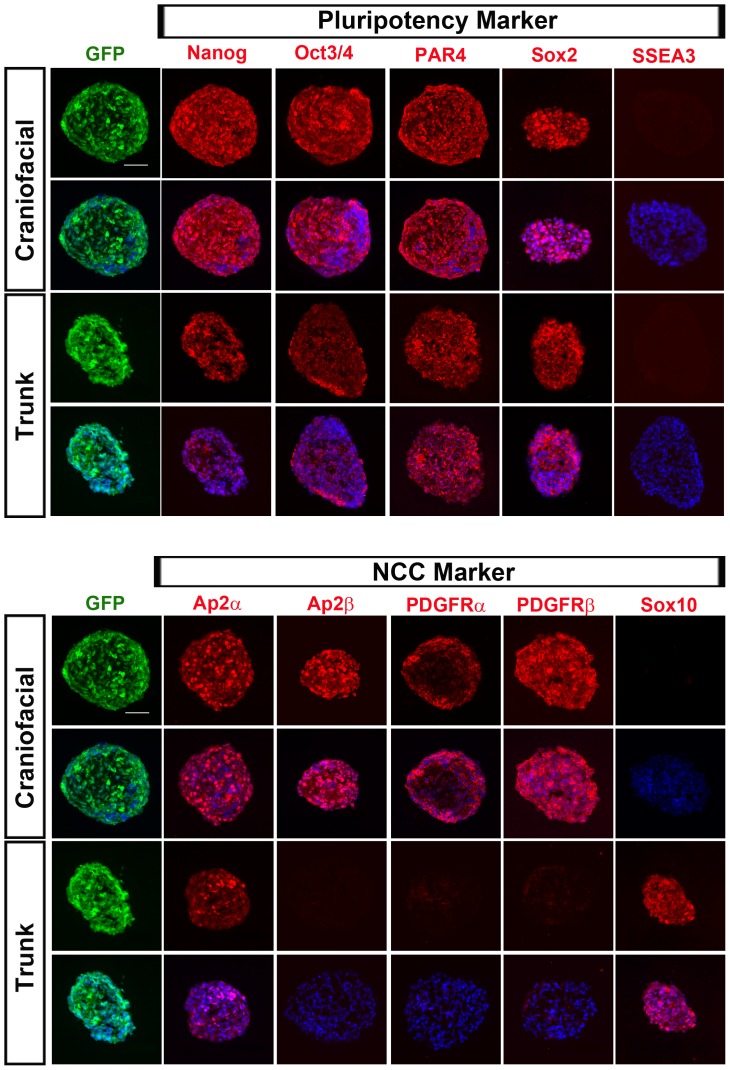
Immunocytochemical analyses of spheres derived from the EGFP^+^ cells of craniofacial and trunk regions. (A) Expression of pluripotency markers (Nanog, Oct3/4, PAR4 and Sox2), except SSEA3, in EGFP^+^ spheres derived from both regions. (B) Differential expression of NCC markers (Ap2α, Ap2β, PDGFRα, PDGFRβ and Sox10) in spheres between craniofacial and trunk EGFP^+^ cells (scale bar; 20 µm).

### Spheres derived from NCCs produce multiple cell types

To evaluate the differentiation potential of spheres, we cultured EGFP^+^ and EGFP^−^ spheres, obtained from the craniofacial and trunk regions of *P0-Cre/Floxed-EGFP* mouse embryos, in various differentiation media suitable for inducing individual tissue types (Fig. 7A). The four populations showed overlapping yet differential phenotypes in differentiating potentials.

**Figure 7:**
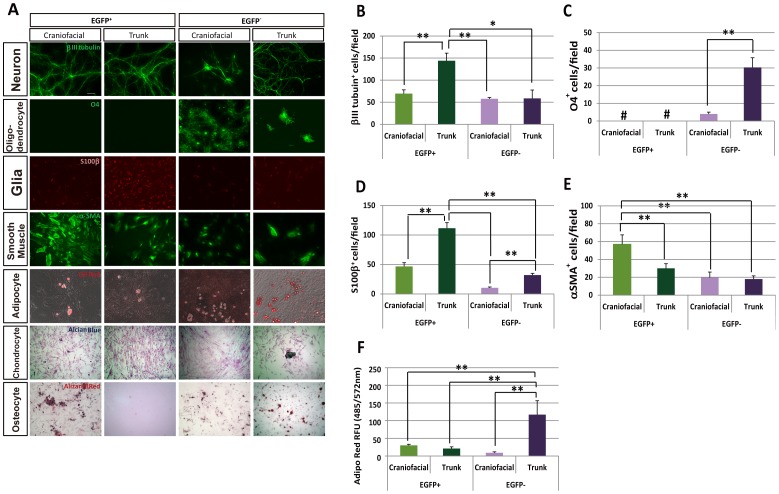
Differentiation potential of spheres derived from EGFP^+^ and EGFP^−^ cells from craniofacial and trunk regions. (A) Broad range of differentiation potential in spheres derived from craniofacial EGFP^+^ cells. All groups of spheres differentiated into neurons, glial cells, myofibroblasts and adipocytes. Chondrocytes were differentiated from only spheres derived from craniofacial EGFP^+^ cells and trunk EGFP^−^ cells. Osteocytes were differentiated from all groups of spheres except for spheres derived from trunk EGFP^+^ cells. (B–F) Spheres derived from trunk EGFP^+^ cells showed peripheral neuronal lineages. Quantitative analyses of the potential for differentiation into neurons (B), oligodendrocytes (C), glial cells including Schwann cells (D), and myofibroblasts (E) by counting the number of cells positive for specific markers. (F) Quantification of adipocyte differentiation by relative fluorescence units (RFU). Excitation and emission of Adipo Red-stained cells was measured at 485 and 535 nm, respectively. Trunk EGFP^−^ cells showed the highest differentiation potential among the four groups.

Neuronal differentiation was induced by withdrawal of fibroblast growth factor 2 (FGF2), epidermal growth factor (EGF) and LIF from the medium. All four types of spheres frequently yielded neurons marked with βIII-tubulin (Fig. 7A), but a greater number of neurons were observed in spheres derived from the trunk EGFP^+^ cells (Fig. 7B; 144 cells/field). The frequency of neurons in the other three types of spheres was almost identical (Fig. 7B; 69.7 cells/field for craniofacial EGFP^+^; 58.0 cells/field for craniofacial EGFP^−^; 58.5 cells/field for trunk EGFP^−^). These results indicated that trunk EGFP^+^ cells contained larger number of neuronal lineage NCCs than craniofacial EGFP^+^ cells.

Glial differentiation was induced by addition of neuregulin (Fig. 7A, C, D). Only spheres derived from craniofacial and trunk EGFP^−^ cells yielded O4-positive oligodendrocytes with a dramatically larger amount from the trunk EGFP^−^ cells (Fig. 7C; four cells/field for craniofacial, and 30 cells/fields for trunk). S100β-positive glial cells including Schwann cells were obtained from all four types of spheres, with the greatest number in those derived from trunk EGFP^+^ cells (Fig. 7D; 46.6 cells/fields for craniofacial EGFP^+^; 111.7 cells/fields for trunk EGFP^+^; 10.3 cells/fields for craniofacial EGFP^−^; and 32 cells/fields for trunk EGFP^−^). This quantification of neuronal and glial cell differentiation clearly showed that EGFP^+^ spheres derived from the trunk region produced the highest frequency of neural lineages.

We further examined the potential to differentiate into mesenchymal lineages. EGFP^+^ cells from craniofacial regions were capable of generating myofibroblastic (α-smooth muscle actin^+^), adipogenic (oil red O^+^), chondrogenic (alcian blue^+^), and osteogenic (alizarin red^+^) cells (Fig. 7A). Quantitative analyses were done in cases of myofibroblastic and adipogenic differentiation. EGFP^+^ spheres derived from the craniofacial region showed the highest frequency of differentiation into myofibroblasts (Fig. 7E; 57 cells/fields for craniofacial EGFP^+^; 30 cells/fields for trunk EGFP^+^; 19.7 cells/fields for craniofacial EGFP^−^; and 18 cells/fields for trunk EGFP^−^), while trunk EGFP^−^ cells exhibited the greatest number of adipocytes (Fig. 7F; 30.4 RFU for craniofacial EGFP^+^; 21.0 RFU for trunk EGFP^+^; 9.3RFU for craniofacial EGFP^−^; and 117.2 RFU for trunk EGFP^−^). This observation was expected because mesenchymal derivatives, such as adipocytes, can be differentiated from not only NCCs, but also the mesodermal cells that were observed among EGFP^−^ cells, as speculated from a previous study showing mesodermal stem cells in P0-Cre/YFP mouse [20]. Qualitatively, chondrocytes differentiation was obvious in craniofacial EGFP^+^ cells and trunk EGFP^−^ cells, but not in other two populations (Fig. 7A). Osteocytes were differentiated from all three cell populations, except trunk EGFP^+^ cells (Fig. 7A).

Taken altogether, NCCs purified as EGFP^+^ cells from *P0-Cre/Floxed-EGFP* mouse embryos have a robust capacity for multipotent differentiation. It is of note that cNCCs have the broader differentiation potency for both neural and mesenchymal lineages than tNCCs.

## Discussion

The expression and function of a limited number of NCC-specific molecules have been reported in previous studies [20]–[29]. Here, we identified differential features of cNCCs versus tNCCs at molecular and cellular levels in a systematic manner by combining flow cytometry, transcriptome analyses, sphere-forming assays, and differentiation assays, by the use of *P0-Cre/Floxed-EGFP* mouse embryos. Moreover, we identified a distinction in gene expression profiles of NCCs and pluripotent stem cells. Furthermore, we detected in NCCs up-regulation of genes that are related to carcinogenesis but have not previously been associated with NCCs. Our findings confirm specificity of P0-Cre-labeling of NC-derived cells and provide new insight on tumorigenesis originated from the NC.

Regarding regional difference in molecular and cellular characters of NCCs, we clearly identified genes enriched in cNCCs, namely *Pax7*, *Msx1*, *Barx1*, *Pax3*, *Msx2*, *snail2 and PDGFRα*. These molecules are known to be involved in the development of cNCCs [21], [24]–[29]. This result in turn confirms that we could isolate NCCs or NC-derived immature cells as EGFP^+^ cells from the craniofacial region of *P0-Cre/Floxed-EGFP* mouse embryos.

We also found several molecules that are known as mesenchymal (*Lhx8*), chondrogenic (*Cart1*), and osteogenic (*osteomodulin*, *Akp2*, and *Ibsp*) markers, with prominently higher expression in cNCCs than that in tNCCs. This result was reproduced in GO enrichment analysis. These molecular features are consistent with previous results obtained from transplantation experiments and clonal culture analyses that show the majority of cNCCs differentiate into mesenchymal derivatives [30]–[32].

In addition, Wnt signal-related genes are highly enriched in cNCCs as shown by GO enrichment analysis. Wnt signaling has been reported to play important roles in NC development. NC-delivered cranial structures and dorsal-root ganglion, but not sympathetic ganglion, were defective in *Wnt-1* and *Wnt-3b* null mice and *Wnt-1* and *Wnt-3b-*mediated *β-catenin* conditional knockout mice [33]–[35]. Especially craniofacial defects were strong in the later mice [33]. Thus, our findings further confirm that Wnt signaling is critical for the development of cNCCs.

The majority of tNCCs divergently differentiate into neuronal and glial derivatives [36]. This property is actually reflected in our GO enrichment analyses; *FoxD3* and *Sox10* showed relatively higher expression in tNCCs than that in cNCCs in microarray and also in qRT-PCR analyses. The expression of *FoxD3* is required for NCC multipotency, selectively maintained in neural derivatives, and downregulated in mesenchymal derivatives [23]. *FoxD3* is also expressed considerably in pluripotent stem cells [37]. Mice carrying a mutation in *Sox10* demonstrate deformation in peripheral glia cells of NCC derivatives [38]. Expression of Sox10 continues in the glial lineages in the mouse embryo [39]. Thus, a high level of *Sox10* expression in tNCCs may reflect this situation. Taken together, our transcriptome analyses further confirmed distinct characters of tNCCs and cNCCs at molecular levels.

The stem cell-like character of NCCs has previously been studied *in vitro* using quail embryos [40]. Expression levels of pluripotent markers in cNCCs and tNCCs were weaker than those of iPSCs or ESCs. Similarly, NSCs taken from brain also show weaker expression of the pluripotent markers [41].

By sphere-forming assays, the tendency of primary sphere formation was relatively higher in cNCCs, craniofacial non-NCCs and trunk non-NCCs, and secondary sphere formation was the highest in the craniofacial non-NCCs. This tendency was also true for tertiary spheres. The higher frequency of sphere formation by craniofacial non-NCCs may be because they include neural progenitor cells from the forebrain. We observed robust expression of pluripotency markers and NCC markers in spheres derived from cNCCs and tNCCs. Interestingly, cNCCs showed a higher capacity for self-renewal than that of tNCCs. Significant alteration in the expression of stem cell genes in cNCCs also indicates the self-renewal potential of this tissue. Furthermore, as implicated by the differential molecular features, cNCCs and tNCCs showed a clear difference in terms of the cell types produced during differentiation assays. cNCCs differentiated into mesenchymal lineages such as osteocytes and chondrocytes, whereas tNCCs did not differentiate into either tissue. These results are in accordance with previous reports [42], [43]. In our study, both cNCCs and tNCCs differentiated into adipocytes, as shown in a previous study [44], although trunk EGFP^−^ cells produced the highest number of adipocytes. This result is quite reasonable, because trunk EGFP^−^ cells include a relatively large proportion of mesodermal stem cells that can differentiate into osteocytes, chondrocytes and adipocytes. Regarding neural lineages, the highest number of neuronal cells and Schwann cells were differentiated from tNCCs. This is consistent with a previous report that the majority of tNCCs differentiate into neurons of the PNS, such as sympathetic, parasympathetic and sensory neurons, and Schwann cells [45]. Taken together, our comprehensive study clearly demonstrates that EGFP^+^ cells isolated from *P0-Cre/floxed-EGFP* mouse at mid gestation show NCC features with accuracy and consistency and share a part of the stem cell-like character.

The stem cell-like character of NCCs prompts us to use NCCs that reside within adult tissues as a cell source for autologous transplantation in regenerative medicine. NCCs have been isolated from adult mouse heart [46], craniofacial tissues such as the mouse cornea [47] and iris [12], intestine [48] and from the human dental pulp [49], and evaluated for their properties as stem cells. Using *P0-Cre/Floxed-EGFP* mice would thus be beneficial for not only understanding craniofacial development and disorders, but also for potential resource of cells to induce multiple cell types needed for regenerative therapies.

The third aspect in our study is that we molecularly identified potential involvement of NCCs in tumorigenesis. As already mentioned above, activating Wnt signaling is one of the major mechanisms in formation of cancer [50]. We also identified up-regulation of cancer-related genes in NCCs. For example, *Frk*, a member of the small family of intracellular Src-related tyrosine kinases and a potential tumor suppressor [51], was originally identified in a human hepatoma cell line [52], and is expressed predominantly in epithelial tissues [49]. *S100a4*, a member of the S100 family of calcium-binding proteins, has been shown to activate pathways characteristic of cancer metastasis [53]. Given that NCCs share the stem cell-like potentials, expression of these cancer-related genes in NCCs may imply that NCCs can generally play important roles in carcinogenesis. Further analyses are required to examine potential up-regulation of these cancer-related genes in NCCs.

Involvement of NCCs in formation of tumors is intriguing. Melanoma is obviously derived from the NC-derived pigment cells in the skin [54]. Neuroblastoma and pheochromocytoma are formed in the adrenal gland and/or sympathetic ganglia, and thus believed to be NC-origin [55]. Our findings that NCCs show molecular features related with tumorigenesis might further suggest involvement of NCCs in other cancers. For example, origin of glioma is still enigmatic. A recent report has suggested oligodendrocyte precursor cells (OPCs) may participate in formation of glioma [56]. In this study, glioma has efficiently been induced by conditional genetic engineering using OPC-specific driver, NG2-Cre. We have recently reported in *P0-Cre/EGFP* mouse that NG2 is specifically expressed in cNCCs in the embryonic forebrain [17]. The majority of NCCs differentiated into the pericytes, but it seems that a small population of NCCs remains in an undifferentiated state [17]. The expression of NG2 in NCCs in the brain could thus provide insight that NG2-driven glioma formation might be derived also from NCCs. Furthermore, OPCs and pericytes express PDGFRα [57] and PDGFRβ [58], respectively, and it has been shown that PDGF is a strong inducer of glioma [59]. Our studies and previous reports have also shown expression of PDGF receptors in NCCs [17], [20], [60]. Therefore, it would be worth to try whether glioma can be induced by specifically targeting cNCCs. Future study on understanding NCCs might also contribute to prevent various tumors of NC-origin.

## Supporting Information

Figure S1 **Clustering on the data sets from general filtering of four populations.** From these four populations (Cp, Tp, Cn, Tn), we identified 7 probe clusters. (A) Cp up-regulation (B) Cp down-regulation (C) Tp up-regulation (D) Cn up-regulation (E) Cp and Tp up-regulation (F) Cn and Tn up-regulation (G) Tp and Tn up-regulation.
(TIF)

Figure S2 **Expression patterns of selected molecles based on transcriptome analysis.** P0-Cre/Floxed-EGFP mouse embryos at E10.5 were immunostained (A–C). In the periocular mesenchyme as a representative craniofacial region, EGFP^+^ cells were positive for PDGFRα and PDGFRβ but negative for Sox10 (D–F). In the dorsal root ganglion (DRG) as a representative trunk region, EGFP^+^ cells were positive for Sox10, but negative for PDGFRα and PDGFRβ.
(TIF)

Figure S3 **Immunohistochemistry of NCC markers.** P0-Cre/Floxed-EGFP mouse embryos at E10.5 were immunostained (A, C, E). In the periocular mesenchyme as a representative craniofacial region, EGFP cells were positive for p75 but negative for NCAM and N-Cad (B, D, F). In the neural tissues as a representative trunk region, EGFP cells were positive for NCAM, N-Cad and p75.
(TIF)

Table S1 **The 347 differentially expressed genes for clustering analyses.** The following data are shown for each probe; probe ID, gene symbol of the corresponding gene, Log2 expression values in the eight samples including replicates, p value from ANOVA, Benjamini-Hochberg FDR, average expression values groups in the four tissue, expression range among the four tissue groups, and the cluster ID in Figure 3.
(XLSX)

Table S2 **Top 10 enriched Gene Ontology Biological Process terms for cluster A.**
(DOCX)

Table S3 **Top 10 enriched Gene Ontology Biological Process terms for cluster C.**
(DOCX)

Table S4 **Top 10 enriched Gene Ontology Biological Process terms for cluster D.**
(DOCX)

Table S5 **Top 10 enriched Gene Ontology Biological Process terms for cluster E.**
(DOCX)

Table S6 **Top 10 enriched Gene Ontology Biological Process terms for cluster F.**
(DOCX)

Table S7 **Top 10 enriched Gene Ontology Biological Process terms for cluster G.**
(DOCX)

# Supplementary material for: Molecular and Cellular Features of Murine Craniofacial and Trunk Neural Crest Cells as Stem Cell-Like Cells
**Source:** PLoS One. 2014 Jan 20;9(1):e84072. doi: 10.1371/journal.pone.0084072
**Supplement:** Table S2 — Top 10 enriched Gene Ontology Biological Process terms for cluster A.

**Table S2** Top 10 enriched Gene Ontology Biological Process terms for cluster A

| GO ID | Category | ­Number of genes | p value |
| --- | --- | --- | --- |
| 9888 | tissue development | 6 | 3.6E-04 |
| 30154 | cell differentiation | 8 | 3.6E-04 |
| 6355 | regulation of transcription, DNA-dependent | 7 | 3.6E-04 |
| 30111 | regulation of Wnt receptor signaling pathway | 3 | 4.1E-04 |
| 30326 | embryonic limb morphogenesis | 3 | 1.1E-03 |
| 60429 | epithelium development | 4 | 1.2E-03 |
| 30855 | epithelial cell differentiation | 3 | 1.4E-03 |
| 60828 | regulation of canonical Wnt receptor signaling pathway | 2 | 1.7E-03 |
| 30178 | negative regulation of Wnt receptor signaling pathway | 2 | 3.0E-03 |
| 3308 | negative regulation of Wnt receptor signaling pathway involved in heart development | 1 | 5.6E-03 |

# Supplementary material for: Molecular and Cellular Features of Murine Craniofacial and Trunk Neural Crest Cells as Stem Cell-Like Cells
**Source:** PLoS One. 2014 Jan 20;9(1):e84072. doi: 10.1371/journal.pone.0084072
**Supplement:** Table S3 — Top 10 enriched Gene Ontology Biological Process terms for cluster C.

**Table S3** Top 10 enriched Gene Ontology Biological Process terms for cluster C

| GO ID | Category | ­Number of genes | p value |
| --- | --- | --- | --- |
| 7399 | nervous system development | 25 | 4.0E-14 |
| 22008 | neurogenesis | 18 | 9.0E-11 |
| 30182 | neuron differentiation | 14 | 5.3E-09 |
| 7409 | axonogenesis | 8 | 4.0E-06 |
| 10001 | glial cell differentiation | 5 | 2.8E-05 |
| 7610 | behavior | 10 | 4.0E-05 |
| 40011 | locomotion | 9 | 4.5E-05 |
| 6928 | cellular component movement | 9 | 6.4E-05 |
| 45664 | regulation of neuron differentiation | 7 | 6.6E-05 |
| 48513 | organ development | 17 | 1.6E-04 |

# Supplementary material for: Molecular and Cellular Features of Murine Craniofacial and Trunk Neural Crest Cells as Stem Cell-Like Cells
**Source:** PLoS One. 2014 Jan 20;9(1):e84072. doi: 10.1371/journal.pone.0084072
**Supplement:** Table S4 — Top 10 enriched Gene Ontology Biological Process terms for cluster D.

**Table S4** Top 10 enriched Gene Ontology Biological Process terms for cluster D

| GO ID | Category | ­Number of genes | p value |
| --- | --- | --- | --- |
| 32502 | developmental process | 22 | 3.59E-16 |
| 30900 | forebrain development | 11 | 8.81E-16 |
| 30182 | neuron differentiation | 11 | 4.70E-12 |
| 19222 | regulation of metabolic process | 17 | 4.98E-10 |
| 10468 | regulation of gene expression | 15 | 1.68E-09 |
| 9653 | anatomical structure morphogenesis | 12 | 2.84E-09 |
| 7389 | pattern specification process | 8 | 2.87E-09 |
| 3002 | regionalization | 7 | 1.97E-08 |
| 9887 | organ morphogenesis | 9 | 4.27E-08 |
| 48598 | embryonic morphogenesis | 7 | 5.02E-07 |

# Supplementary material for: Molecular and Cellular Features of Murine Craniofacial and Trunk Neural Crest Cells as Stem Cell-Like Cells
**Source:** PLoS One. 2014 Jan 20;9(1):e84072. doi: 10.1371/journal.pone.0084072
**Supplement:** Table S5 — Top 10 enriched Gene Ontology Biological Process terms for cluster E.

**Table S5** Top 10 enriched Gene Ontology Biological Process terms for cluster E

| GO ID | Category | ­Number of genes | p value |
| --- | --- | --- | --- |
| 14706 | striated muscle tissue development | 9 | 1.07E-08 |
| 7519 | skeletal muscle tissue development | 7 | 3.23E-08 |
| 2376 | immune system process | 14 | 3.23E-08 |
| 51146 | striated muscle cell differentiation | 7 | 1.08E-07 |
| 55002 | striated muscle cell development | 6 | 2.23E-07 |
| 6935 | chemotaxis | 7 | 2.33E-07 |
| 15669 | gas transport | 4 | 3.06E-07 |
| 6936 | muscle contraction | 6 | 3.09E-07 |
| 30593 | neutrophil chemotaxis | 4 | 3.20E-06 |
| 6941 | striated muscle contraction | 4 | 1.11E-05 |

# Supplementary material for: Molecular and Cellular Features of Murine Craniofacial and Trunk Neural Crest Cells as Stem Cell-Like Cells
**Source:** PLoS One. 2014 Jan 20;9(1):e84072. doi: 10.1371/journal.pone.0084072
**Supplement:** Table S6 — Top 10 enriched Gene Ontology Biological Process terms for cluster F.

**Table S6** Top 10 enriched Gene Ontology Biological Process terms for cluster F

| GO ID | Category | ­Number of genes | p value |
| --- | --- | --- | --- |
| 14706 | striated muscle tissue development | 9 | 1.07E-08 |
| 7519 | skeletal muscle tissue development | 7 | 3.23E-08 |
| 2376 | immune system process | 14 | 3.23E-08 |
| 51146 | striated muscle cell differentiation | 7 | 1.08E-07 |
| 55002 | striated muscle cell development | 6 | 2.23E-07 |
| 6935 | chemotaxis | 7 | 2.33E-07 |
| 15669 | gas transport | 4 | 3.06E-07 |
| 6936 | muscle contraction | 6 | 3.09E-07 |
| 30593 | neutrophil chemotaxis | 4 | 3.20E-06 |
| 6941 | striated muscle contraction | 4 | 1.11E-05 |

# Supplementary material for: Molecular and Cellular Features of Murine Craniofacial and Trunk Neural Crest Cells as Stem Cell-Like Cells
**Source:** PLoS One. 2014 Jan 20;9(1):e84072. doi: 10.1371/journal.pone.0084072
**Supplement:** Table S7 — Top 10 enriched Gene Ontology Biological Process terms for cluster G.

**Table S7** Top 10 enriched Gene Ontology Biological Process terms for cluster G

| GO ID | Category | ­Number of genes | p value |
| --- | --- | --- | --- |
| 9952 | anterior/posterior pattern formation | 15 | 1.64E-26 |
| 48706 | embryonic skeletal system development | 13 | 1.55E-25 |
| 48704 | embryonic skeletal system morphogenesis | 12 | 1.24E-24 |
| 6355 | regulation of transcription, DNA-dependent | 15 | 1.20E-14 |
| 34645 | cellular macromolecule biosynthetic process | 15 | 3.31E-11 |
| 51216 | cartilage development | 3 | 3.28E-04 |
| 30326 | embryonic limb morphogenesis | 3 | 4.34E-04 |
| 30878 | thyroid gland development | 2 | 5.32E-04 |
| 9954 | proximal/distal pattern formation | 2 | 1.22E-03 |
| 35136 | forelimb morphogenesis | 2 | 1.22E-03 |

How the deposited data were processed for this re-analysis (not part of the article)

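RNA from sorted EGFP+ and EGFP- cells of the craniofacial region and the trunk of mouse embryos at E12.5 was hybridised by the authors to 9 arrays with 1 colour. For each array the authors deposited the scanner output, with the intensity of each spot and of the ring around it, and a table of processed intensity values. The processed intensity values of the authors are linear, follow the spot signal minus the level of the blank spots times a factor per array, and are empty where a spot was not above the blanks; empty cells were set to the array's lowest value here. The files give the detector gain of each array, 31 to 37; the paper names R and GeneSpring for its analysis, and the scanner's software and the formula of the processed values are not given in the sources used here. The paper calls its samples biological duplicates; whether they came from separate litters is not stated in its text, so p-values measure the spread between these arrays.

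The design was fixed before the deposited files were examined, but after Table S1 had been seen. It used the 8 arrays of Table S1, the median spot intensity and the ring as background with normexp and an offset of 50. Quantile normalization, log2 and the mean of spots of 1 probe followed. Probes above the blank mean plus 2 SD on at least 2 arrays were kept (21807 of 23473). Spots marked as bad were left out. All 4 groups entered 1 limma fit (version 3.58.1, R 4.3.3) with 4 residual degrees of freedom and Benjamini-Hochberg adjustment. This fit is the main result throughout. Once the files were open, the ring was seen to follow the spot signal, and this was recorded before any test. The main result was kept nonetheless. After its counts had been seen, 3 further settings with the mean of the blank spots as background (offsets 50, 16 and 0) were run, and while they were run they were for a time taken as the main setting and the ring as the addition, which was put right before any table was written; they are reported only as additions chosen after seeing the results. With the ring at offsets 50, 16 and 0 and the authors' processed values, 7 background settings were run on the outcome. The authors' processed values with the scan as a block and over all 9 arrays were also added afterwards.

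Gene names were taken from Table S1, which pairs 306 of its 347 probes with 302 names; the study chose these probes on the same arrays. The genes named in the text are those the paper names, the 10 highest and 10 lowest changes per comparison that passed the test with no overlap between groups, and up to 4 members per list; Table S1 and Fig. 3 had been seen when this rule was written. Dkk1, Lgr5, Mia1 and Reep2 fall outside it and were chosen after their values were seen. Lists of genes were fixed before the processed files were seen, but after the names and values of Table S1 had been seen. Tests of a list against all probes were not made, since only probes of Table S1 have names. In simulated data with the spread of the Cp against Tp comparison on 21807 probes, 52% of 200 probes changed by a log2 fold change of 1 were recovered, with 3 false calls, and 75.5% of those changed by 2, with 11. These shares hold only for the scale simulated, since 1 gene can have very different folds on the 2 scales. Cart1, for 1, was 2.06-fold on the ring-corrected signal and 31.7-fold in the authors' values. The labels do not say that a replicate number marks a shared litter or day, but replicate 1 of all 4 groups shared a scan, and the correlations between groups of their deviations from the group means were 0.06 to 0.52. The paper's own set of stem cell genes and its F test, the pluripotency markers and the comparison with other cell lines were not analysed here. A list of 109 stem cell genes from general knowledge was counted with the other lists, with 10 named in Table S1. Between Cp and Tp, 2 of them were lower in Cp in limma on the ring-corrected signal, and 3 higher and 5 lower in the authors' values.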

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

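Each test of an explanation here was chosen, or given its bound or scale, after the counts or values had been seen. The craniofacial against trunk difference differed between EGFP+ and EGFP- cells at 8 probes in limma's interaction test on the ring-corrected signal. The third Tp array, which Table S1 leaves out, exceeded every Cp, Cn and Tn array at 100 of the 101 probes of cluster C and every craniofacial array at 23 of the 29 probes of cluster G in the authors' processed values. Of the probes that passed between Cp and Tp on the ring-corrected signal, 17 are not in Table S1, and they are unnamed here.

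The low counts with the ring may come from the ring taking part of the spot's signal as background: 1536 probes passed between Cp and Tp with the blank spots in its place at the same offset. The correlation first planned for this, between replicate differences in the corrected value and in the ring-to-spot ratio, had a median r of -0.65 across probes, but it holds the ring on both sides and is negative by construction. Against replicates too variable for any setting, 1752 probes passed with the authors' values. The test first planned for that, the residual SD over the SD of group means, was 0.89 of its value with the ring, between its bounds of 0.8 and 1, and decided nothing. No biological explanation was tested.

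With all 8 arrays more probes passed limma's adjusted test between Cp and Tp than between Cn and Tn, but on the ring-corrected signal the order turned at an unadjusted p under 0.05, with 1712 and 2615, and without Tn replicate 2 it was 12 and 12. With the authors' values and the scan as a block, 2042 passed between Cp and Tp and 258 between Cn and Tn, which does not decide on the scan. By the layout, a scan effect equal for all arrays of a scan adds the same amount to both comparisons. The block does not remove an effect that differs between EGFP+ and EGFP- cells. The 2343 in the interaction do not bear on a scan effect equal for all arrays of a scan. Cp and Cn of each replicate shared a scan, as did Tp and Tn, so such an effect cancels there with or without the block. On the ring-corrected signal the block left 0 of 43 and 0 of 7 in limma (2089 and 2373 at an unadjusted p under 0.05). That fit has fewer residual degrees of freedom, so the lost calls alone do not show a scan effect. Within scan 1, the SD across probes of Cp minus Tp was 0.97 times that of Cn minus Tn on the ring-corrected signal, as the scan as a cause would need, but 1.27 times in the authors' values; the requirement that both scales agree was set after these values were seen. A wider spread of the EGFP- groups was also tried as an explanation, but limma's 1 variance per probe gives both comparisons the same standard error (median ratio 1), and the ratio of SDs of the group means, 0.82 on the ring-corrected signal and 1.37 in the authors' values, does not test it. So a scan effect that differs between EGFP+ and EGFP- cells cannot be told apart from a difference between the cells. For the counts of Cp against Tp and of Cn against Tn this stays open on both scales. In the interaction, the layout removes a scan effect equal for all arrays of a scan, but not one that differs between EGFP+ and EGFP- cells.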

How the results depend on the processing

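On the ring-corrected signal, 43 probes passed between Cp and Tp, 15 between Cp and Cn, 28 between Tp and Tn, 7 between Cn and Tn and 8 in the interaction, 24 were altered in any group, and list members gave 42 calls. The principal components held 29.5% and 23.8%. Of the 17 altered probes in Table S1, 94.1% lay in a cluster led by their own letter. With so few probes cut into 7 clusters, each labelled by its own majority, a share near 100% is nearly built in and says little. The settings with blank spots, and the authors' values with the scan as a block or over all 9 arrays, were chosen after seeing the data. Signal over background limits all of them. Average linkage gave 100% in the cluster of their letter. Unit variance gave 23.5% in the first component, 19.8% in the second component. All 9 arrays gave 89 between Cp and Tp, 35 between Cp and Cn, 124 between Tp and Tn, 41 between Cn and Tn, 45 in the interaction, 42 altered in any group, 81 calls among list members, 26.8% in the first component. Normexp offset 0 gave 50 between Tp and Tn, 14 between Cn and Tn, 0 in the interaction, 71 altered in any group. Normexp offset 16 gave 15 between Cn and Tn, 4 in the interaction, 54 altered in any group. Median scaling gave 66 between Cp and Tp, 58 between Tp and Tn, 18 between Cn and Tn, 44.1% in the first component, 16.4% in the second component. The authors' processed values gave 1752 between Cp and Tp, 1252 between Cp and Cn, 1152 between Tp and Tn, 276 between Cn and Tn, 1204 in the interaction, 1159 altered in any group, 368 calls among list members, 27.9% in the second component. Above the detection limit on every array gave 4 in the interaction, 100% in the cluster of their letter. Scan date block gave 0 between Cp and Tp, 1 between Cp and Cn, 1 between Tp and Tn, 0 between Cn and Tn, 0 in the interaction, 1 altered in any group, 0 calls among list members. Replicate block gave 2 between Cp and Cn, 0 between Cn and Tn, 0 in the interaction, 4 altered in any group, 27 calls among list members. Intensity trend gave 27 between Cp and Cn, 53 between Tp and Tn, 22 between Cn and Tn, 1 in the interaction, 39 altered in any group, 75 calls among list members. Blank-spot background, offset 50 gave 1536 between Cp and Tp, 938 between Cp and Cn, 880 between Tp and Tn, 201 between Cn and Tn, 1123 in the interaction, 179 altered in any group, 332 calls among list members, 33.7% in the first component, 28.7% in the second component. Blank-spot background, offset 16 gave 1801 between Cp and Tp, 1236 between Cp and Cn, 1090 between Tp and Tn, 294 between Cn and Tn, 1347 in the interaction, 385 altered in any group, 360 calls among list members, 33.0% in the first component, 28.8% in the second component. Blank-spot background, offset 0 gave 1629 between Cp and Tp, 1131 between Cp and Cn, 1093 between Tp and Tn, 282 between Cn and Tn, 1144 in the interaction, 796 altered in any group, 349 calls among list members, 28.4% in the second component. The authors' processed values, scan date block gave 2042 between Cp and Tp, 2361 between Cp and Cn, 1886 between Tp and Tn, 258 between Cn and Tn, 2343 in the interaction, 1163 altered in any group, 375 calls among list members, 27.9% in the second component. The authors' processed values, all 9 arrays gave 2037 between Cp and Tp, 1257 between Cp and Cn, 1499 between Tp and Tn, 303 between Cn and Tn, 1415 in the interaction, 1191 altered in any group, 366 calls among list members. Methods' one-way analysis of variance gave 1 altered in any group. Methods' one-way analysis of variance on the authors' processed values gave 347 altered in any group. Leaving out 1 array gave 0 to 12 between Cp and Tp, 1 to 9 between Cp and Cn, 3 to 40 between Tp and Tn, 0 to 12 between Cn and Tn, 0 to 0 in the interaction, 1 to 14 altered in any group, 3 to 32 calls among list members, 29.5% to 37.9% in the first and 20.0% to 29.4% in the second component; the lone array of a group is assumed to vary like the others. Clusters could be formed in 2 of these fits only, on too few probes for the share to be read. Of 67 fold changes of named genes, none turned its direction in the settings run, of which the one that asks for a signal above the limit on every array could give 60. These genes were chosen for passing the main test, or were named by the paper from the same arrays, so a kept direction was largely built in. Some unnamed probes that passed between Cp and Tp did turn in the authors' values, as from 1.48 to -0.08. The replicate block, the intensity trend and the filters leave each fold as it is, so they could turn none. With the authors' values 21 more passed and 2 no longer did, and with the scan as a block on the ring-corrected signal 44 no longer passed. Not run were the F test of the paper's stem cell genes, the pluripotency markers, and camera, since probes outside Table S1 have no names here. The calls among list members include a list of stem cell genes from general knowledge. The mean of probes per gene was left out. The counts of 0 are from limma; at an unadjusted p under 0.05 the scan as a block gave 2089 between Cp and Tp, 2373 between Cn and Tn and 2552 in the interaction, the replicate block 3368 and 2402 in the last 2, and an offset of 0 1770 in the interaction. The cause of the other changes was not tested.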

Differences from the paper's values

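On the ring-corrected signal, folds lay below the paper's: for Cp over Tp and, for Foxd3 and the Hox genes, Tp over Cp, Cart1 2.06 against the paper's 31, Lhx8 4.21 against the paper's 29, Omd 1.71 against the paper's 23, Barx1 3.09 against the paper's 10, Rspo2 2.16 against the paper's 12, Penk1 4.60 against the paper's 10, S100a4 1.75 against the paper's 8, Foxd3 1.89 against the paper's 13, Hoxb6 7.34 against the paper's 313, Hoxb7 7.60 against the paper's 254, Hoxa5 2.44 against the paper's 87, Hoxb5 4.00 against the paper's 74, Hoxd4 3.63 against the paper's 24. Of the alternatives set before the deposited files were examined, the authors' processed values bring each of these folds within 1.5 times the paper's, from 8.36 for S100a4 to 314 for Hoxb6. They pass limma's test for all 14 genes, Pax7 included, against 3 on the ring-corrected signal. Table S1 holds these same values, so the match of folds is no independent check. The study selected the probes of Table S1 on them at its own thresholds, so their passing was all but fixed in advance. An offset of 0 with the ring brings Penk1 to 7.20, without passing the test, and the others stay outside. None of the other alternatives set at that time reaches the paper's folds, but with the ring 6 of the genes pass with all 9 arrays, 5 at an offset of 0, 4 at 16, 5 with median scaling and 4 with an intensity trend, against 0 with the scan as a block, 1 with the replicate as a block and 0 to 3 with 1 array left out. Chosen after seeing the values, the blank spots as background pass all 14 genes at offsets 50, 16 and 0, and come within 1.5 times the paper's fold for Penk1 7.20 at 50, Barx1 7.68, Penk1 9.12 at 16, and Cart1 20.7, Lhx8 24.7, Barx1 9.70, Rspo2 10.0, Penk1 10.5, S100a4 6.95, Foxd3 9.62, Hoxd4 19.6 at 0, dropping none of the 14 genes from the calls. The authors' values with the scan as a block and over all 9 arrays, also chosen after seeing the values, come within it for each fold listed above, as at 351 and 323 for Hoxb6. No fold is counted for Pax7, which was not above the blank-spot limit on either Tp array of Table S1.

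The paper's number of altered genes is 347. With the ring it was 24 in limma at the paper's thresholds, 17 of them in Table S1. Of the alternatives set before the deposited files were examined, the one-way analysis of variance on the authors' processed values, the test the paper's methods name, gave 347. The others did not, with 1159 from limma on those values. Chosen after seeing the values, an offset of 16 with blank spots gave 385, and it drops 150 of the paper's 347.

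The legend of Fig. S1 gives cluster E as higher in Cp and Tp. From the authors' processed values, the median log2 value of its 16 probes was 6.87 in Cp, 6.32 in Tn, 5.58 in Cn and 4.29 in Tp.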

Other observations

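Most named genes of blood and muscle cells were lower in Cp than in Cn. In the authors' processed values, all 9 named erythroid genes fell in Cp against Cn, 13 of 14 myeloid and mast cell genes and 15 of 16 skeletal muscle genes, in limma; the other muscle gene, Pax7, which is also a gene of neural crest, rose with a log2 fold change of 1.36 (standard error 0.27, adjusted p = 0.0176). Of these genes, on the ring-corrected signal 1, 0 and 1 fell, or 8, 2 and 4 when adjusted over each list alone. The study picked these members on these arrays. Hba-x was 6.14 ± 0.90 in Cp and 14.19 ± 0.44 in Cn (log2, SD, n = 2 each). C1qb, a complement gene of macrophages, was 3.09 ± 0.03 in Tp and 6.91 ± 0.10 in Tn.

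The remaining signal of these genes in EGFP+ cells may come from 1 share of EGFP- cells carried through the sort, a hypothesis tested after the values were seen; the EGFP sort should remove them. The median log2 difference of Cp against Cn was -4.96 for erythroid, -2.93 for myeloid and mast cell and -3.36 for skeletal muscle genes, a gap of 2.03 with a bootstrap SD of 0.76, a spread added after the gap was seen. The gap passes the bound of 2 set against the hypothesis, but by less than this spread, so the hypothesis stays open.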
